A study of Drosophila melanogaster with 40 samples.

How the data were processed

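Legs of male Drosophila melanogaster were profiled by strand-specific RNA sequencing of polyadenylated RNA. Per the labels, 10 groups of 4 pools were sequenced, with legs of 15 flies in each pool, giving 40 libraries. The table deposited by the authors holds a whole-number read count for each of 23932 features in each of the 40 libraries, with no normalization. The aligner, the counting tool, the genome build and the annotation were not stated in the labels or the file header. All 40 columns matched the title of 1 sample each, and 0 columns were left unmapped.

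The counting was examined in the table itself. Of the features covered by a single feature on the same strand, 48 could be compared, and their median read density was 1.0 times that of the covering feature, so features that overlap on 1 strand carry the same reads. Adhr counts were at least 99.7% of Adh counts in each library. For 4 features covered by a feature on the opposite strand the median density was 0.00288 times that of the covering feature. Overlapping genes on 1 strand are therefore uncertain. Gene copies with near-identical sequence, such as the Hsp70 genes and the lysozyme genes, are uncertain too, because the treatment of reads that map to several places was not stated. Coordinates are those of Ensembl BDGP6.54, matched by FlyBase identifier (23851 of 23932 features, and 17790 of 17869 gene identifiers). They are not coordinates taken from the authors' table.

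Total counts per library were 21955858 to 30076080 at days 7 and 23 and 35144736 to 39313671 at day 47. A count of 3 was taken as the floor of a library. Intervals and floors of this kind cover counting error only, because the reads carry no molecular identifiers. All pairs of replicates within a group were compared (60 pairs), and chi-square per degree of freedom was 25.2 to 345, so no library looked like a second copy of another in its group. Pairs across groups were not compared.

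Differential expression was tested with edgeR 4.0.16 under R 4.3.3 (quasi-likelihood F test). All 40 libraries entered 1 fit with a mean for each group, which left 30 residual degrees of freedom. Library sizes were scaled by trimmed means of M values, and genes were filtered by group on expression, which left 12939 features. P-values were adjusted by Benjamini and Hochberg within each of 17 comparisons, with a threshold of 0.05. A call is a feature with an adjusted p-value under that threshold. Standard errors are the absolute log2 fold change divided by the square root of F. Levels are CPM, counts relative to the scaled library size. The tissue marker sums and the Hsp70 sums are CPM on total counts.

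The 10 gene lists were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 90 tests (10 lists in 9 comparisons). Of the 20 heat shock genes listed, 18 were found by symbol. Genes are named by a rule. It takes the 6 deleted Hsp70 genes and the heat shock list. It takes the genes called with 1 sign at all 3 ages with no overlap of the compared libraries and a mean of at least 5 CPM, 5 in each direction by mean absolute log2 fold change. It takes 3 in each direction by the same filters for age, training and exercise, and the 3 with the lowest p-value for each interaction. The groups, the tests, the gene lists, this rule and the first group of alternatives given below were set before the data were examined. Marker lists for testis, accessory gland, eye, gut, fat body and flight muscle were written after column summaries had been seen and before any list was summed. Of their genes, 26 of 27, 15 of 15, 14 of 14, 18 of 18, 14 of 14 and 5 of 5 were found. A median of at least 1 CPM over the 40 libraries was reached by 3, 0, 14, 15, 10 and 5 of them. The flight muscle list shares its genes with the sarcomere list.

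The edgeR test was tested on simulated data with 200 genes changed 2-fold. It called 84.5% of them in the fit of 40 libraries (12791 genes), with 5.59% of calls false and 0 calls in unchanged comparisons. In the fit of 8 libraries (11451 genes) it called 75.5%, with 6.21% of calls false. DESeq2 1.42.0 called 88.0% with 24.5% of calls false (12939 genes). Camera called the planted list and 0 of 20 unchanged lists. In these simulations genes were drawn independently of each other, and no library held RNA of another tissue. The rates therefore do not cover lists of correlated genes or libraries of that kind. The test of neighbouring calls gave a permutation p of 0.836 for calls placed at random (12939 features) and 0.005 for planted blocks (2381 features). The median within-group correlation was 0.906 for 20 planted genes and 0.0081 for 480 others.

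Alternatives set before the data were examined were size factors by the median of ratios (RLE), DESeq2, no filter, at least 10 counts in every library, a fit of the compared groups alone, the replicate number as a block, robust empirical Bayes, and leaving out each library in turn. For the lists they were camera with an estimated correlation and fry. Chosen after seeing the data were leaving out 3 libraries with testis marker sums above 1000 CPM, the marker sums as covariates, removal of the trend on transcript length, leaving out features without a gene name, the block in the fit of 8 libraries, thinning of the day 47 libraries, and leaving out each library in turn for the sums of the 6 Hsp70 genes. Replicate numbers come from the sample titles. The deviations of libraries with the same number from their group means were correlated, and every pair lay above 0.1 only in the training comparison of w1118 (0.733, 0.397, 0.101 and 0.301). Only there were the numbers taken to pair the libraries. Other splits of the libraries were counted in fits of the compared groups alone, so the counts there differ from those of the 40-library fit. GC content was not analysed here.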

Results

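RNA from legs of male flies was measured in 2 strains. The control strain was w1118, and the second strain, called Hsp70-null here, carries deletions of 6 Hsp70 genes on chromosome 3R. Both strains were sampled untreated at 7, 23 and 47 days after eclosion. In each strain a further group was sampled at day 7 at the end of 2 h of exercise. Another was sampled at day 23 after 19 days of training in rotating tubes (day 4 to day 22, rotation every 15 s), 24 h after the last session. Each of the 10 groups had 4 pools of 15 flies. Total counts per library were 21955858 to 29215993 at day 7, 22329878 to 30076080 at day 23 and 35144736 to 39313671 at day 47. Days 7 and 23 overlapped in depth. No library of days 7 or 23 reached the depth of day 47, so day 47 could not be compared with another age within 1 depth, and the labels give no sequencing run.

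The deleted genes were examined first, as a check of the labels. They lie on 3R (BDGP6.54) at 11954163 to 11956544 (Hsp70Aa), 11958535 to 11960909 (Hsp70Ab), 12465453 to 12467776 (Hsp70Ba), 12502510 to 12504856 (Hsp70Bbb), 12505793 to 12508139 (Hsp70Bb) and 12509076 to 12511461 (Hsp70Bc). The copies are near-identical, so the division of reads between them is uncertain. In the 20 Hsp70-null libraries the 5 genes other than Hsp70Bb summed to 11 counts, against 1748 counts in the 20 w1118 libraries. Hsp70Bb had 1283 counts in the Hsp70-null libraries and 1149 in w1118. Its level was 1.36 ± 0.393 CPM in Hsp70-null and 1.72 ± 2.35 CPM in w1118 at day 7 (SD, n = 4 each), and the 2 strains did not differ (log2 fold change −0.34, SE 0.93, edgeR adjusted p = 0.832). At days 23 and 47 the adjusted p-values were 0.855 and 0.394. Levels in w1118 were low as well. Hsp70Bc was at 0.682 ± 0.691 CPM at day 7 (SD, n = 4) and was at least 5.19-fold lower in Hsp70-null, at least 10.7-fold lower at day 23 and at least 9.35-fold lower at day 47. The w1118 level behind these limits was uneven between pools. On total counts it was 1.625 CPM in day 7 replicate 4 and 0.203 to 0.497 CPM in the other day 7 pools. At day 23 it was 0.383, 1.64, 0.388 and 2.665 CPM in replicates 1 to 4. Summed over the 6 genes, Hsp70-null libraries held 31.1%, 30.2% and 95.1% of the w1118 level at days 7, 23 and 47, nearly all of it Hsp70Bb. Each of these shares rests on 1 library. It was 87.1% at day 7 without w1118 replicate 4, 18.1% at day 23 without Hsp70-null replicate 4 and 31.4% at day 47 without Hsp70-null replicate 1, where Hsp70Bb was at 10.1 CPM.

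**Figure D1:**
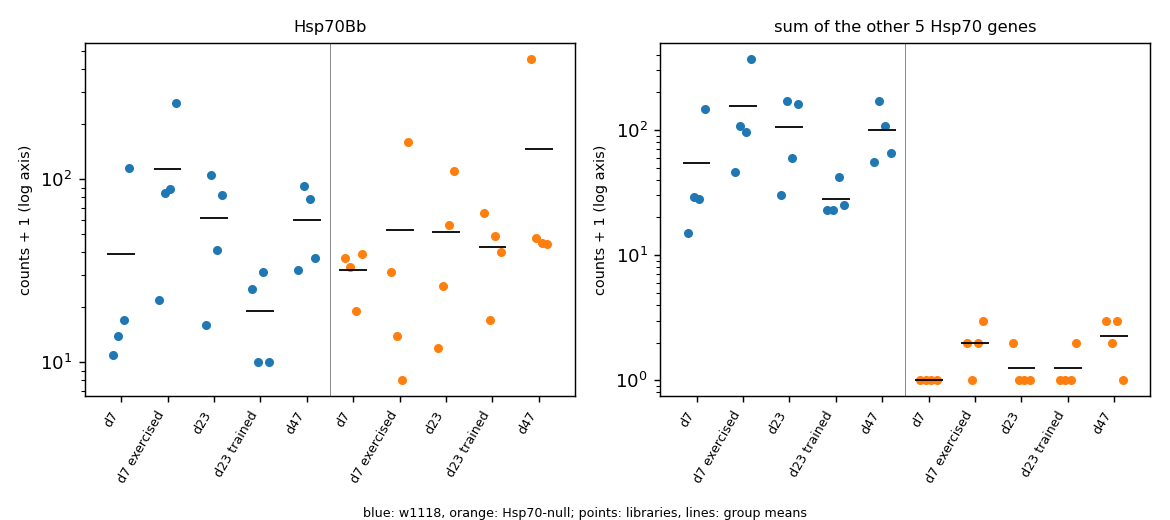
Counts plus 1 (log axis) of Hsp70Bb (left) and of the sum of the other 5 Hsp70 genes (right) in each library by group, with group means as lines. The other 5 genes sum to 11 counts over the 20 Hsp70-null libraries, while Hsp70Bb is present in both strains.

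The strains were compared at each age to ask how loss of Hsp70 goes with leg gene expression. At day 7, 3341 of 12939 features were called (2048 higher and 1293 lower in Hsp70-null). At day 23 there were 2300 calls (1136 higher) and at day 47 there were 2513 (1285 higher). In fits of the 8 compared libraries alone the counts were 1681, 1529 and 2362. At day 47 the count was 3140 in DESeq2 and 1942 without Hsp70-null replicate 4. The day 7 count depended on single libraries. It was 1870 without Hsp70-null replicate 2 and 1975, 2161, 2194 and 2183 without w1118 replicates 1 to 4. Without 3 libraries with testis markers it was 2002, of which 1035 were higher.

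At all 3 ages 1048 features were called with 1 sign (520 higher, 528 lower), and 2 were called at all ages with mixed signs. The shared count was 673 in fits of the compared groups alone, and 934 to 1043 across the 24 fits that each left out 1 library. Of the shared calls, 99 were features without a gene name. Across genes, which are not independent replicates, Pearson's r of the genotype log2 fold changes was 0.615 between days 23 and 47 (Spearman's rho 0.553). It was −0.14 between days 7 and 23 (rho 0.231) and 0.147 between days 7 and 47 (rho 0.26). All 3 values changed with single libraries. Between days 23 and 47, r ranged from 0.41 without w1118 day 47 replicate 3 to 0.649 without w1118 day 47 replicate 4. The values with day 7 also changed sign. Between days 7 and 23, r was 0.222 without Hsp70-null day 7 replicate 2 and 0.428 without w1118 day 23 replicate 1. Between days 7 and 47 it was 0.445 without Hsp70-null day 7 replicate 2, 0.374 without w1118 day 47 replicate 3, −0.319 without Hsp70-null day 47 replicate 2, and −0.023 and −0.027 without w1118 day 47 replicates 1 and 4. Over genes with at least 10 counts in every library the 3 values were 0.7, 0.592 and 0.621.

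The largest shared differences included genes near or at the floor in 1 strain. Map205 (FBgn0002645, 3R, 32055279 to 32068441) was at 186 ± 20.4 CPM in w1118 and 0.58 ± 0.181 CPM in Hsp70-null at day 7 (SD, n = 4 each), with log2 fold changes of −8.32, −9.79 and −9.41 at the 3 ages (SE 0.41, 0.44 and 0.42, edgeR adjusted p = 7.33e-17, 1.12e-17 and 7.96e-18). CG43149 was at least 135-fold, 113-fold and 173-fold lower in Hsp70-null at the 3 ages. mthl8 and VhaM9.7-c were at least 191-fold and 174-fold lower at day 7. asRNA:CR45822, which lies opposite CTCF over 79.4% of its length, was at least 110-fold lower at day 7. Among higher features, FBti0060057 (2R, 5046069 to 5061584), a transposable element, was at 84.6 ± 19.5 CPM in Hsp70-null and 1.15 ± 0.132 CPM in w1118 at day 7. It shares its reads with FBti0019898, which lies inside it. FBti0020448 was at least 118-fold higher at day 7. LysD and LysB, copies within 1 gene family, reached 19.7 ± 24.3 and 11.7 ± 14.2 CPM in Hsp70-null at day 7 and stayed under 0.5 CPM on average in untreated w1118, with spreads between pools as large as the means.

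The shared calls were located on the chromosome arms. Within 1 Mb of the deleted loci 29 of 313 features were shared calls (9.27%), against 1009 of 12575 elsewhere (8.02%, Fisher's exact test, two-sided, p = 0.401). Within 3 Mb the share was 8.05% on both sides (Fisher's exact test, p = 1). The X chromosome held fewer (104 of 1977, 5.26%, against 8.59% elsewhere, adjusted p = 1.09e-06), and 2R and 3L held more (9.56% and 9.91%, adjusted p = 0.00422 and 0.000969, over 6 arms).

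Of the 10 gene lists, camera called 5, 5 and 4 between strains at days 7, 23 and 47, of which 1, 1 and 3 held under fry and 0 with an estimated correlation. Those that held under fry were cytochrome P450 at day 7 (median log2 fold change 0.27, fry adjusted p = 0.027) and antimicrobial peptides at day 23. At day 47 they were oxidative phosphorylation (0.4, fry adjusted p = 0.00741), sarcomere (0.46, 0.00167) and proteasome (−0.215, 0.0308). The 89 cytosolic ribosome genes were called at all 3 ages with different signs (median log2 fold change 0.23, −0.12 and 0.17) and not under fry. The heat shock list was not called at any age (camera adjusted p = 0.0528, 0.0662 and 0.0622). With median-of-ratios size factors camera called the list at day 7 (0.0396) and not at days 23 and 47 (0.0631 and 0.0575). Of the 18 genes of the list, which do not include the deleted ones, 2, 5 and 6 were called between strains at days 7, 23 and 47, and all of these calls were higher in Hsp70-null. Adjusted over the list alone there were 2, 5 and 8 calls, of which 2, 5 and 7 were higher. Hsc70-4 was higher by 0.47, 0.37 and 0.30 on the log2 scale (SE 0.09 each, edgeR adjusted p = 0.000175, 0.00211 and 0.0135). Hsp22, whose reads are shared with CG4456 on the same strand, was higher by 0.74, 0.53 and 0.57 (adjusted p = 0.00387, 0.0416 and 0.0263). Hsc70-4 was not called at day 47 without w1118 day 47 replicate 1 (0.0576) or with no filter (0.0635). Hsp22 was not called at days 23 and 47 in fits of the compared groups alone (0.109 and 0.17) or with no filter (0.0616 and 0.0592). Its day 23 call was lost in 7 of the 8 fits that each left out 1 library (0.0628 to 0.139) and held only without w1118 day 23 replicate 2. Its day 47 call was lost without w1118 replicates 1 and 4 (0.0505 and 0.106), without Hsp70-null replicate 4 (0.354) and with marker covariates (0.0921).

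Age was compared within each strain. In w1118, 4869 features differed between days 47 and 7 (2478 higher), 1430 between days 23 and 7 and 1731 between days 47 and 23. In Hsp70-null the counts were 3744 (1816 higher), 2234 and 466. With marker sums as covariates the counts for 47 against 7 were 2797 and 2035. The w1118 count for 47 against 23 was 577 in the fit of those 8 libraries alone. The w1118 count for 23 against 7 was 940 without day 7 replicate 1. The Hsp70-null count for 23 against 7 was 861 without day 7 replicate 2, and 974, 1030 and 1013 without day 23 replicates 2, 3 and 4. That for 47 against 23 was 299 without day 23 replicate 3, and 279 and 251 without day 47 replicates 3 and 4. Between days 7 and 47, 2518 features were called with 1 sign in both strains (1313 higher, 1205 lower) and 24 with opposite signs.

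Among genes that fell in both strains, Nplp3 (FBgn0042201, 3L, 16318024 to 16318690) went from 334 ± 91.7 to 6.07 ± 1.53 CPM in w1118 (SD, n = 4 each; log2 fold change −5.78, SE 0.36, edgeR adjusted p = 5.99e-14). In Hsp70-null it went from 176 ± 77.7 to 15.2 ± 1.54 CPM (−3.53, SE 0.32, adjusted p = 5.57e-10). CG13026 fell by 6.93 on the log2 scale in w1118 and fell by 5.87 in Hsp70-null. hll was at least 15.5-fold lower in w1118 and fell by 4.94 on the log2 scale in Hsp70-null. The 3 genes named by the rule for increases, Alp9, Alp10 and CG7542, varied widely between pools. Alp9 was at 153 ± 166 CPM in w1118 at day 47 and 0.137 ± 0.137 CPM at day 7 (SD, n = 4 each). With marker covariates none of the 3 was called in either strain (edgeR adjusted p of 0.0858 to 0.737).

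Gene lists were compared over age as well. In w1118 the median log2 fold change from day 7 to day 47 was −1.29 for 29 sarcomere genes (3 higher, camera adjusted p = 1.17e-21), −0.87 for 76 oxidative phosphorylation genes (7 higher, 7.31e-31) and −1.01 for 13 glycolysis genes (1 higher, 7.38e-12). In Hsp70-null the medians were −0.66, −0.58 and −0.84. Proteasome genes rose, with medians of 0.45 and 0.25, and all 32 were higher in both strains. These 8 calls held under fry and 0 of them held with an estimated correlation. Cytochrome P450 genes had a median of 0.12 in w1118 (48 of 81 higher, camera adjusted p = 0.905) and −0.30 in Hsp70-null (24 of 81 higher, 0.00831). Glutathione transferase genes had medians of 0.05 and −0.03, with no call in either strain (0.717 and 0.621). Cytosolic ribosome genes rose (medians 0.28 and 0.23, 86 and 79 of 89 higher, camera adjusted p = 2.43e-07 and 8.22e-07) and were not called under fry (0.0519 and 0.115). The heat shock list had medians of 0.17 and 0.22 (camera adjusted p = 0.104 and 0.0305, fry adjusted p = 0.0405 and 0.0286). The antimicrobial and activity-regulated lists were not called by camera in either strain (0.0662 to 0.642). Under fry the activity-regulated list was called lower in both strains (medians −0.66 and −0.50, fry adjusted p = 0.00167 and 0.0308). In all, 45 of 90 list tests were called by camera, 21 under fry and 1 with an estimated correlation. Of the 45 camera calls, 18 held under fry, and the other fry calls were tests that camera did not call.

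**Figure D2:**
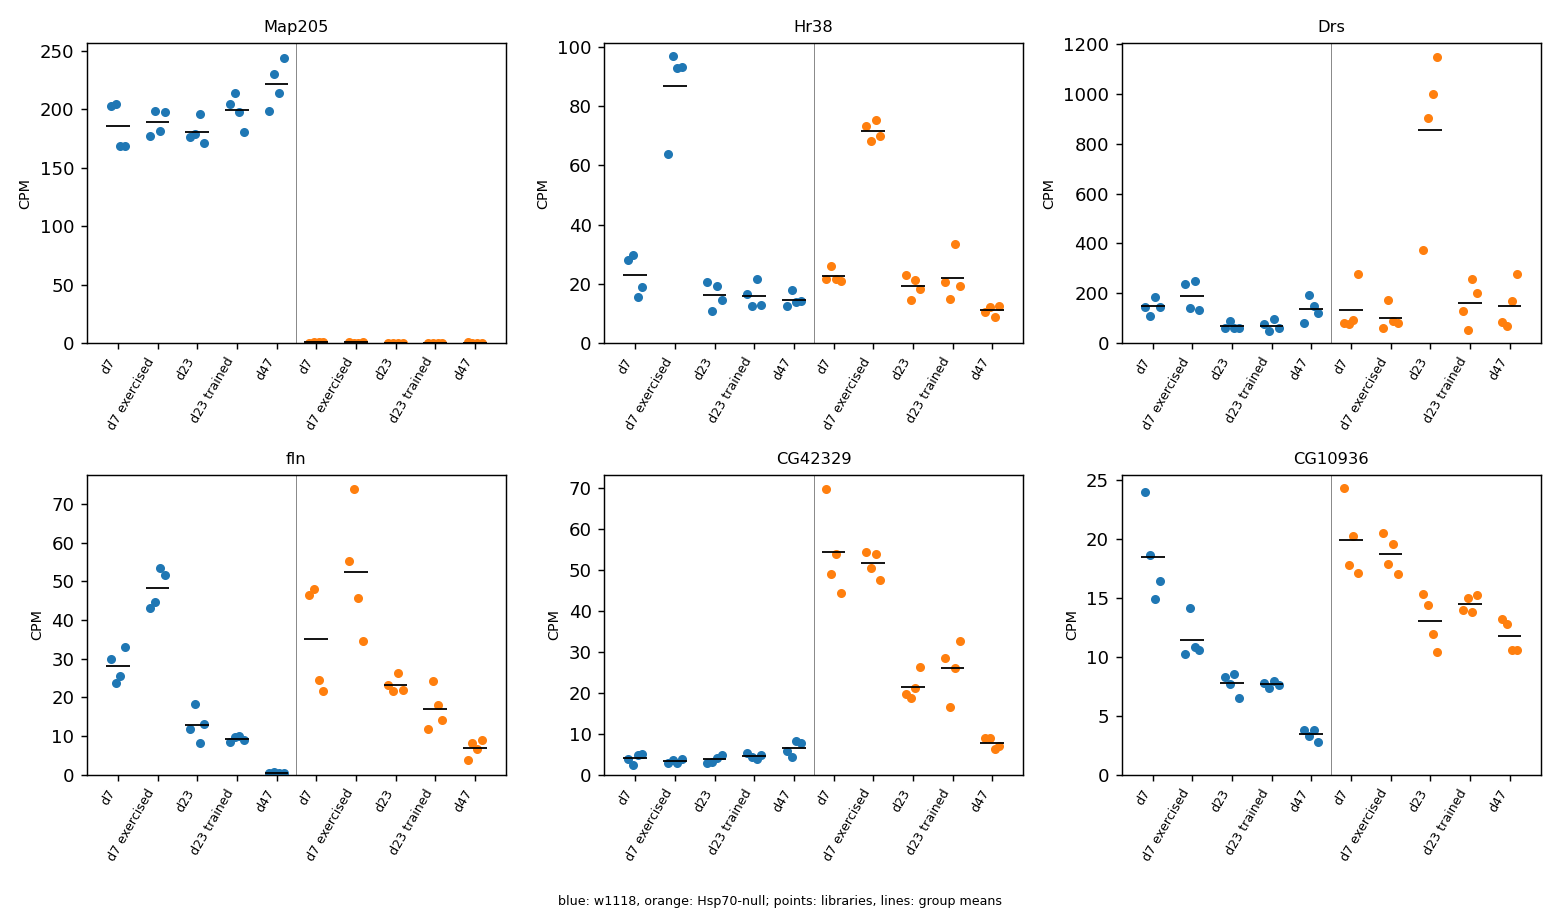
CPM of 6 named genes in each library by group, with group means as lines. Map205 is under 1 CPM in every Hsp70-null library, Hr38 is high only in the exercised groups, and fln is under 1 CPM in w1118 at day 47.

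Training was compared with untrained flies of the same age to ask which changes remain 24 h after the last session. In w1118, 0 features were called, with 837 at an unadjusted p-value under 0.05 where 647 are expected. With the replicate block the count was also 0, with 802 at an unadjusted p-value under 0.05. This excess depended on the fit. In the fit of the 8 libraries alone it was absent (354, 560 expected), as without the 3 libraries with testis markers (585, 637 expected). It was also absent without untrained replicate 2 (290, 684 expected) and without trained replicate 1 (340, 656 expected). Without each other library it remained, from 827 (trained replicate 2, 683 expected) to 1630 (untrained replicate 1, 684 expected). In Hsp70-null 6 features were called, all lower after training, with 680 at an unadjusted p-value under 0.05. They included Drs (FBgn0283461, 3L, 3369556 to 3369942), from 857 ± 338 to 159 ± 89.7 CPM (SD, n = 4 each; log2 fold change −2.43, SE 0.48, edgeR adjusted p = 0.0384), CG10073 (−1.10, SE 0.19, adjusted p = 0.015) and yellow-f (−1.01, SE 0.17, adjusted p = 0.015). None of the 3 was called in the fit of the 8 libraries alone (adjusted p of 0.877 to 1), without untrained replicate 2 (0.0766 to 0.134) or without trained replicate 2 (0.134 to 0.243). Drs was also not called without untrained replicates 3 and 4 (0.118 and 0.141) or trained replicates 1 and 4 (0.187 and 0.0856), CG10073 without untrained replicate 4 and trained replicate 4 (0.0601 and 0.0856), and yellow-f without trained replicate 1 (0.113). The count was 13 without untrained replicate 1, 0 without untrained replicate 2, 11 without trained replicate 3, 1 without trained replicate 1, 0 without trained replicate 2 and 1 without trained replicate 4. The interaction of strain and training gave 0 calls, with 465 at an unadjusted p-value under 0.05. Camera called 5 lists lower after training in w1118, cytosolic ribosome (median log2 fold change −0.22, adjusted p = 4.58e-22), oxidative phosphorylation (−0.18, 1.44e-15), glutathione transferases (−0.15, 0.000101), cytochrome P450 (−0.12, 0.00352) and glycolysis (−0.07, 0.0224, and 0.573 without the 3 libraries with testis markers). In Hsp70-null, apart from antimicrobial peptides, it called oxidative phosphorylation (−0.13, 3.07e-09), sarcomere (−0.14, 2.71e-07) and glycolysis (−0.11, 0.00199) lower and cytochrome P450 higher (0.13, 5.14e-05). None of these 9 calls held under fry or with an estimated correlation. The 14 antimicrobial peptide genes were all lower after training in Hsp70-null (median log2 fold change −1.92, camera adjusted p = 8.78e-31, 0.029 with an estimated correlation and 0.00385 under fry). In untrained Hsp70-null flies at day 23 all 14 were higher than in w1118 (median 3.89, camera adjusted p = 2.38e-07, fry adjusted p = 0.00216). With an estimated correlation between the genes the camera adjusted p was 0.531, so this difference did not hold under that version of the test. The strain difference and the fall with training rest on the same 4 untrained Hsp70-null libraries. A training effect therefore cannot be told apart from high levels in those pools. At day 7 the list went the other way (median −1.87, 1 of 14 higher in Hsp70-null, camera adjusted p = 0.00481, fry adjusted p = 0.102), and at day 47 its median was −0.56 (4 of 14 higher, camera adjusted p = 0.0662). Across genes, the training effects of the strains had r of 0.232 (rho 0.31). The value was −0.407 without trained w1118 replicate 1, −0.263 without trained Hsp70-null replicate 1 and 0.531 without its replicate 2.

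Exercise for 2 h was compared with rest at day 7. In w1118, 52 features were called (40 higher), and in Hsp70-null 6 (5 higher). The counts were 220 and 158 in DESeq2 and 15 and 1 in fits of the 8 libraries alone. The w1118 count was 13, 13 and 18 without untreated replicates 1, 3 and 4, and 21 and 24 without exercised replicates 3 and 4. The Hsp70-null count was 43, 2 and 25 without untreated replicates 1, 2 and 4, and 3, 2, 2 and 2 without exercised replicates 1 to 4. Hr38 (FBgn0014859, 2L, 20683462 to 20714588) rose in both strains. It went from 23.0 ± 6.91 to 86.7 ± 15.4 CPM in w1118 (SD, n = 4 each; log2 fold change 1.91, SE 0.23, edgeR adjusted p = 1.14e-05). In Hsp70-null it went from 22.5 ± 2.35 to 71.7 ± 3.18 CPM (1.67, SE 0.23, adjusted p = 0.000345). CG3764 was called in Hsp70-null at 0.62 (SE 0.09, adjusted p = 0.00134), and sty at 0.68 (adjusted p = 0.0466). sty lost its call in 7 of the fits that left out 1 library. In w1118, CG4269 and Kah rose by 1.76 and 1.44 on the log2 scale (adjusted p = 0.00728 and 0.00271). CG10936, CG15528 and CG32121 fell by 0.69, 0.58 and 0.57 (adjusted p = 0.0159, 0.00905 and 0.0219). CG4269 and these 3 genes were not called without untreated replicate 1 (0.0508 to 0.097) or without exercised replicate 3 (0.0608 to 0.103). Without untreated replicate 3 CG4269 and CG32121 were not called (0.0525 and 0.123), without untreated replicate 4 CG32121 was not (0.0552), and without exercised replicate 4 CG10936 was not (0.0655). In fits of the 8 libraries alone Kah, CG4269, CG10936, CG15528 and CG32121 were not called in w1118 (0.0609 to 0.189), nor were CG3764 and sty in Hsp70-null (0.263 each). Of the 52 calls in w1118, 49 had the same sign in Hsp70-null, 26 had that sign with an unadjusted p-value under 0.05, and 4 were called there. The median log2 fold change of the higher calls was 0.811 in w1118 and 0.277 in Hsp70-null, and the genes were chosen by their calls in w1118, which favours larger values there.

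Of the heat shock genes, 1 was called after exercise in w1118 and 4 adjusted over the list alone, all higher. The call was Hsp22 (log2 fold change 0.90, SE 0.185, edgeR adjusted p = 0.0203). It was lost in 5 of the 8 fits that each left out 1 library, those without untreated replicates 1, 3 and 4 and exercised replicates 3 and 4 (0.0552 to 0.121), and in the fit of the 8 libraries with the replicate block (0.0857). In Hsp70-null 0 were called by either adjustment, with 2 at an unadjusted p-value under 0.05. The interaction with exercise gave 0 calls in the list, again with 2 at an unadjusted p-value under 0.05, so a difference between the strains was not shown. After training 0 genes of the list passed even the unadjusted threshold in either strain. The list was higher in w1118 (median log2 fold change 0.22, 15 of 18 higher, camera adjusted p = 2.28e-08, fry adjusted p = 0.0121). With an estimated correlation the camera adjusted p was 0.103, so the list was not called by that version of the test. In Hsp70-null its median was 0.07 (camera adjusted p = 0.0273, fry 0.365). Of the 9 activity-regulated genes, 6 were higher in w1118 (median 0.04, camera adjusted p = 0.0109, fry adjusted p = 0.056, 0.531 with an estimated correlation). All 9 were higher in Hsp70-null (median 0.15, camera adjusted p = 5.38e-07, fry adjusted p = 0.00216), and with an estimated correlation the camera adjusted p was 0.0547. Camera also called oxidative phosphorylation and cytosolic ribosome higher (7.38e-12 and 1.62e-12) and antimicrobial peptides lower (0.0194) in w1118, and sarcomere higher (0.00873) and antimicrobial peptides lower (0.0273) in Hsp70-null, none of which held under fry or with an estimated correlation.

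The interaction of strain and exercise gave 1070 calls (1021 lower). It gave 0 without Hsp70-null day 7 replicate 2, 0 without exercised w1118 replicate 1 and 0 in the fit of the 16 compared libraries, with 1424, 1623 and 1018 at an unadjusted p-value under 0.05. It gave 1743, 1782 and 1720 without Hsp70-null day 7 replicates 1, 3 and 4, and 1708 and 1740 without exercised w1118 replicates 2 and 4. The 3 genes with the lowest p-values, soti, scpr-A and scpr-C, were high in those libraries. soti was at 65 CPM in Hsp70-null day 7 replicate 2 and 22.1 CPM in exercised w1118 replicate 1. Across genes the exercise effects of the strains had r of −0.879 (rho −0.24), and −0.296 (rho 0.006) over genes with at least 10 counts in every library. It was −0.515 without exercised w1118 replicate 1 and −0.694 without Hsp70-null day 7 replicate 2.

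The interactions of strain and age gave 30 calls at day 23 and 212 at day 47. The day 23 count was 14 without w1118 day 7 replicate 1, 47 without Hsp70-null day 7 replicate 4, 17 and 16 without w1118 day 23 replicates 1 and 2, and 17 and 19 without Hsp70-null day 23 replicates 3 and 4. The day 47 count was 122 without w1118 day 7 replicate 1, 121 without w1118 day 47 replicate 3, and 137 and 119 without Hsp70-null day 47 replicates 1 and 2. CG42329 (FBgn0259229, 2L, 1219293 to 1229802) went from 54.3 ± 11.1 to 7.75 ± 1.36 CPM between days 7 and 47 in Hsp70-null. In w1118 it went from 3.95 ± 1.23 to 6.51 ± 1.84 CPM (SD, n = 4 each; interaction log2 fold change −3.53, SE 0.32, edgeR adjusted p = 2.53e-08). fln, which lies opposite asRNA:CR45161 over 61.6% of its length, went from 28.1 ± 4.2 to 0.427 ± 0.153 CPM in w1118 and from 35.1 ± 14 to 6.86 ± 2.34 CPM in Hsp70-null (3.67, SE 0.41, adjusted p = 2.61e-06). CG10936 fell further in w1118 (1.68, SE 0.20, adjusted p = 3.78e-06). At day 23 the interaction of yellow-f was 1.45 (SE 0.24, adjusted p = 0.00263) and that of CecC was 6.79 (SE 1.05, adjusted p = 0.00263). CG18628 was called as well. It was at 1070 CPM in Hsp70-null day 7 replicate 2 and 207 CPM in w1118 day 23 replicate 1. Without the latter library its edgeR adjusted p-value was 0.0776. CG18628 was also not called in the fit of the compared groups alone (0.192) or with marker covariates (0.311).

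**Figure D3:**
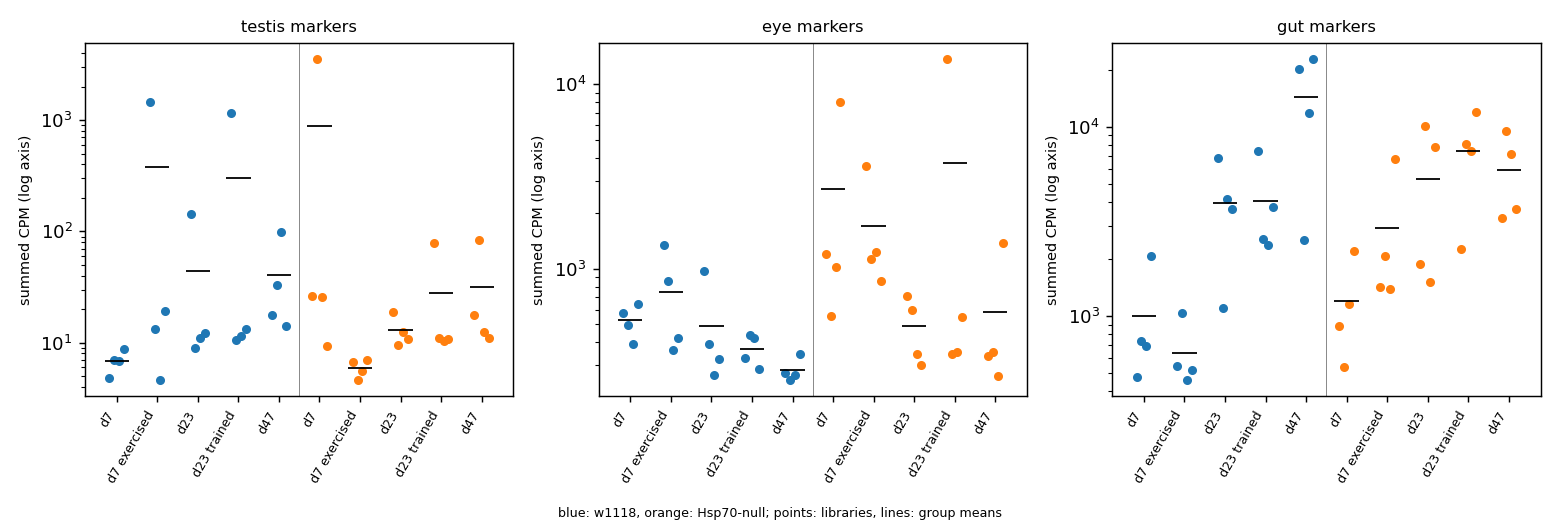
Summed CPM (log axis) of testis, eye and gut marker genes in each library by group, with group means as lines. Testis markers are above 1000 CPM in 3 libraries, and gut markers are higher in each day 47 library than in any untreated day 7 library of the same strain.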

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

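The tests of other splits for comparisons between 2 groups, and those of depth, length, gut tissue, w1118 RNA, neighbouring genes, single pools, CG18628 and single deciding libraries, were chosen only after the result was seen. Of 239 groups of 4 libraries tested for a library far from the other 3, 50 had one, and 11.9 are expected by chance. The tests of testis, accessory gland and eye markers were run on libraries picked for high marker sums, so they ask only whether many genes of a list carry the sum.

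Testis markers reached 3520.3 CPM in Hsp70-null day 7 replicate 2, 1469 CPM in exercised w1118 replicate 1 and 1172 CPM in trained w1118 replicate 1. Lower gaps were seen in w1118 day 23 replicate 1 (143.3 CPM), trained Hsp70-null replicate 1 (79 CPM) and Hsp70-null day 47 replicate 2 (84.5 CPM). In the first 3 libraries 71 of 74 marker values were raised 2-fold or more, and the most abundant, S-Lap1, was at 888, 243 and 151 CPM. Testis tissue in these pools may explain the sums. Accessory gland markers stood apart in exercised w1118 replicate 3 (2019.2 CPM) and trained Hsp70-null replicate 2 (1018.2 CPM), where 27 of 27 values were raised, with Acp36DE at 847 and 392 CPM. They also stood apart at 68.5 CPM in w1118 day 7 replicate 1, 4.6 CPM in w1118 day 47 replicate 1 and 18.7 CPM in Hsp70-null day 47 replicate 4. Eye markers reached 13666.5 CPM in trained Hsp70-null replicate 1, 8047.4 CPM in Hsp70-null day 7 replicate 4 and 3611.4 CPM in exercised Hsp70-null replicate 1, where 35 of 42 values were raised and ninaE was at 6206, 4430 and 1784 CPM. Hsp70-null day 47 replicate 4 had 1383.8 CPM. All 14 eye markers also had a median of at least 1 CPM over the 40 libraries. Eye tissue in these same libraries could give that too, so expression in legs was not shown.

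The interaction of strain and exercise gave 1070 calls. Of the lower calls, 95.6% were raised 2-fold or more in trained w1118 replicate 1, a library outside that comparison, against 5.97% of other genes. Testis RNA in Hsp70-null day 7 replicate 2 and exercised w1118 replicate 1 may therefore account for most of these calls. Without the 3 libraries with testis markers 0 calls were left, with 798 at an unadjusted p-value under 0.05 where 637 are expected. In the fit of the compared groups the real split had 0 calls, so 100 of 100 splits gave as many by necessity, and this count says nothing about the interaction. The named genes follow these libraries. scpr-C (interaction −7.25) was at 153 CPM in the Hsp70-null library and 14.2 CPM in the w1118 library, scpr-A (−10.27) at 144 and 15.8 CPM, and soti (−16.48) at 65 and 22.1 CPM. The excess of higher over lower calls between strains at day 7 also fell, to 51.7% higher, without these libraries. A difference in the response to exercise was not shown apart from these libraries, and it stays open.

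CG18628 (interaction −17.76 with age at day 23) was at 1070 CPM in Hsp70-null day 7 replicate 2 and 207 CPM in w1118 day 23 replicate 1. Testis RNA is argued against, because its highest level in the 2 other libraries with testis markers was 0.62 CPM. What raised it was not tested further.

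The interaction with age at day 23 gave 30 calls, and 16 in the fit of the compared groups. There 4 of 100 splits gave as many as 16, the real one included. The interaction at day 47 gave 212 calls, and 134 in that fit, where 5 of 100 splits gave as many as 134, the real one included. The other splits with as many calls exchanged the ages of unequal numbers of libraries in the 2 strains, which turns part of the age effect into an interaction. Balanced exchanges put the age effect into the spread within groups, which hides calls. These counts of splits therefore do not decide whether there is an interaction. CecC (6.79) and yellow-f (1.45) at day 23, and CG42329 (−3.53), fln (3.67) and CG10936 (1.68) at day 47, kept their calls in all 16 fits that each left out 1 library, which argues against 1 deciding library. fln had 0.655 CPM in w1118 day 47 replicate 2, against a lower level in the other 3. Of 4 other flight muscle genes, 1 had the same interaction (Mlc2, log2 fold change 0.78, edgeR adjusted p = 0.0347), and less flight muscle in the w1118 day 47 libraries cannot be told apart from a change in fln, because the other 3 moved the same way without passing the threshold.

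Hsp70Bb was present in the Hsp70-null libraries (1283 counts), with 10.1 CPM in day 47 replicate 1, and 5.25 CPM in w1118 day 7 replicate 4. The sum of the 6 genes stood apart in the same libraries (11.811 and 11.378 CPM) and in exercised Hsp70-null replicate 4 (6.359 CPM), and Hsp70Bbb in w1118 day 7 replicate 4 (2.76 CPM). RNA of w1118 flies in the Hsp70-null pools is argued against, since the other 5 genes had 11 counts where 1952 would come with it. A fixed share of reads from Hsp68 or from Hsc70-4 is argued against as well, since the ratio varied 15.7-fold and 24.6-fold over the 20 libraries. A sequence that remains in the strain and is counted as Hsp70Bb may be present, and these counts do not test it.

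Other single libraries stood apart. Total counts were 28.5 M in Hsp70-null day 7 replicate 1 and 38.2 M in Hsp70-null day 47 replicate 1. Gut markers were at 2076.7 CPM in w1118 day 7 replicate 4, 1037.6 CPM in exercised w1118 replicate 2 and 6762.9 CPM in exercised Hsp70-null replicate 4, where fat body markers were at 20191.1 CPM. In Hsp70-null day 7 replicate 4, LysD was at 56 CPM, LysB at 33 CPM, Alp9 at 2.11 CPM, Alp10 at 1.25 CPM and CG7542 at 1.29 CPM. LysD was at 1.07 CPM in w1118 day 23 replicate 2, FBti0019898 at 0.267 CPM in w1118 day 47 replicate 2, mthl8 at 21.9 CPM in w1118 day 23 replicate 3 and asRNA:CR45822 at 17.7 CPM in w1118 day 23 replicate 4. CG13026 was at 0.235 CPM in Hsp70-null day 47 replicate 4. Hr38 was at 63.7 CPM in exercised w1118 replicate 1 and 26 CPM in Hsp70-null day 7 replicate 2, CG10936 at 14.1 CPM in exercised w1118 replicate 2 and CG15528 at 119 CPM in w1118 day 7 replicate 1. Gut markers were at 2197.1 CPM in Hsp70-null day 7 replicate 4, the highest of its group. Within-group correlation with the gut sum was tested for Alp9, Alp10 and CG7542, as given below. For LysD it was 0.514, against a 95th percentile of 0.423 for other genes. That test was not of a single library. No other biological explanation was tested for these single libraries.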

How the results depend on the processing

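The marker covariates, the leaving out of 3 libraries with testis markers, the length trend, the removal of features without a gene name, the block within 8 libraries, the thinning and the Hsp70 sums without each library were chosen only after the data were seen. Median-of-ratios size factors, robust empirical Bayes and the removal of features without a gene name left each count of calls they were run for within 1.5 times its value, and so did thinning for the 7 counts that involve day 47. For the changes below the cause was not tested, except where fewer libraries or genes entered the fit.

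In fits of the compared groups alone the counts were 1681 and 1529 for genotype at days 7 and 23, 577 for w1118 at 47 against 23 days, 499 for Hsp70-null at 23 against 7 days, 0 for training in Hsp70-null, 15 and 1 for exercise in w1118 and Hsp70-null, 0, 16 and 134 for the interactions with exercise, age 23 and age 47, and 673 for calls shared over 3 ages. DESeq2 gave 810 for Hsp70-null at 47 against 23 days, 15 and 160 for training, 220 and 158 for exercise, and 54, 277, 168 and 425 for the interactions with training, exercise, age 23 and age 47. In the simulated data 24.5% of DESeq2 calls were unchanged genes, against 5.59% of edgeR calls.

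With no filter the counts were 1481 for Hsp70-null at 23 against 7 days, 3 for exercise in Hsp70-null and 124 for the interaction with age 47. With at least 10 counts in every library they were 1901 for genotype at day 7 and 0 for the interaction with exercise. The correlations of genotype effects were then 0.592, 0.621 and 0.7, that of exercise effects −0.296 and that of training effects 0.131. Without the testis-marker libraries the counts were 2002 for genotype at day 7, 914 for Hsp70-null at 23 against 7 days, 2 for exercise in Hsp70-null, and 0 and 19 for the interactions with exercise and age 23. The correlations were 0.303 and 0.508 for genotype effects at day 7 with days 23 and 47, −0.481 for exercise and −0.387 for training. With marker covariates the counts were 2797 and 2035 for 47 against 7 days, 518 for Hsp70-null at 23 against 7 days, 1 for training and 2 for exercise in Hsp70-null, and 0 and 70 for the interactions with exercise and age 23. With the length trend removed exercise in w1118 had 80 calls.

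With the replicate number as a block the counts were 10 for training and 3 for exercise in Hsp70-null, and 53 and 550 for the interactions with age 23 and age 47. In fits of 8 libraries the block gave 0 for training in Hsp70-null, 0 for exercise in w1118 and 1 for exercise in Hsp70-null. In the training comparison of w1118, the only one with every correlation above 0.1, it left 0 calls. The numbers were not taken to pair other comparisons, so changes there are not read as weaker effects. Training in Hsp70-null had correlations of 0.595, 0.316, 0.024 and 0.124, so pairing and a weaker effect stay open there. With the block in the fit of 40 libraries 1 named gene lost its call (sty, exercise in Hsp70-null, edgeR adjusted p = 0.0756), and in fits of 8 libraries 13 results of named genes lost theirs.

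Of 90 list tests, 45 were called by camera, 21 under fry and 1 with an estimated correlation. Of the 45 camera calls, 18 held under fry. The share of shared calls near the deleted loci was 9.27% within 1 Mb and 8.05% within 3 Mb, where it no longer lay above that of other features. The median over the 6 deleted genes was 0% of the w1118 level at days 7 and 23 and 3.58% at day 47. Their sum was 31.1%, 30.2% and 95.1%, because Hsp70Bb holds most of the sum. Leaving out 1 library in turn, the sum ranged from 24.7% to 87.1% at day 7 (highest without w1118 replicate 4), 18.1% to 38.5% at day 23 (lowest without Hsp70-null replicate 4) and 31.4% to 123.6% at day 47 (lowest without Hsp70-null replicate 1).

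Across the fits that each left out 1 library, calls ranged from 1870 to 3967, 1823 to 2164 and 1942 to 2289 for genotype at the 3 ages, and from 934 to 1043 for shared calls. In w1118 they ranged from 940 to 1401 (23 against 7 days), 4157 to 4585 (47 against 7) and 1268 to 1738 (47 against 23), and in Hsp70-null from 861 to 3197, 2594 to 4087 and 251 to 370. They ranged from 0 to 13 for training in Hsp70-null, 13 to 57 and 2 to 43 for exercise in w1118 and Hsp70-null, and 0 to 1, 0 to 1782, 14 to 47 and 119 to 289 for the interactions with training, exercise, age 23 and age 47. Training in w1118 had 0 calls in all 8. The correlations ranged from −0.301 to 0.428 (days 7 and 23), −0.319 to 0.445 (days 7 and 47), 0.41 to 0.649 (days 23 and 47), −0.901 to −0.515 (exercise) and −0.407 to 0.531 (training). Among single named genes, 101 calls were weaker and 9 stronger in these fits.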

Other observations

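The tests of other splits, depth, length, separate sequencing, gut tissue, neighbouring genes of the deletions and single pools were chosen only after the result was seen. In each of the 3 genotype comparisons and the 6 age comparisons, 1 of 35 splits of the 8 libraries gave as many calls, the real one. In the training comparisons 35 of 35 splits did, since the real one had 0 calls in those fits. In the exercise comparisons 2 of 35 splits did in each strain, the real one included. The real split had 15 calls in w1118 and 1 in Hsp70-null, and the other split had more, 27 and 41. For the interaction with training, 100 of 100 splits gave as many, and there too the real one had 0. A real count of 0 fixes this outcome, so it says nothing about these comparisons.

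The calls shared over 3 ages lay together along the chromosomes. Of those calls 35.6% had a called neighbour, against 16.02% on average with the calls permuted within each arm (permutation p = 0.001, the smallest these permutations can give). For as many age calls the shares were 23.7% and 15.4% (permutation p = 0.001 as well), so called neighbours are not particular to differences between the strains. Features that overlap on 1 strand carry the same reads and were not removed, so part of either excess may be 1 signal counted more than once. Chromosome segments that differ between the stocks may explain part of the shared calls. Effects of the deletions on nearby genes are argued against as the main source, since 1009 shared calls lay more than 1 Mb from the deleted loci. Features annotated as transposable elements were more often shared calls (99 of 514, 19.3%) than other features (949 of 12425, 7.64%, Fisher's exact test, two-sided, odds ratio 2.88, p = 2.08e-16). The strains differ in origin as well as in the deletions, so an effect of Hsp70 loss stays open and cannot be separated from the stock here.

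LysB and LysD were higher in Hsp70-null at all ages. More gut tissue is argued against, since LysD stayed at or under 0.34 CPM in the 8 w1118 libraries with gut markers at or above the Hsp70-null median, against at least 5.98 CPM in every Hsp70-null library.

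Gut markers rose with age, from 994 to 14310 CPM in w1118 and from 1193 to 5931 CPM in Hsp70-null. More gut tissue in the day 47 libraries may explain Alp9, Alp10 and CG7542, whose within-group correlations with the gut sum were 0.868, 0.859 and 0.794, the lowest at percentile 99.7 of other genes. Of the 18 gut markers, 15 had a median of at least 1 CPM over the 40 libraries. Gut tissue in these same libraries could give that too, so expression in legs was not shown. More gut tissue is argued against as the whole cause of the age calls, since 549 of 1313 higher calls were still called in both strains beside the marker covariates. Depth and transcript length are argued against too, since w1118 had 4818 calls after thinning and 5232 with the length trend removed. Separate sequencing of the day 47 libraries is argued against as the whole cause, since the change was already seen at day 23 in libraries that overlap in depth with day 7 and come from the other strain. Of the 4869 genes called in w1118 at 47 against 7 days, 84.5% had the same sign in Hsp70-null at 23 against 7 days, and of the 3744 called in Hsp70-null 81.5% had it in w1118. In each case 1 of 70 labellings of those 8 libraries gave as high a share, the real one, though the highest other labelling came to 84.3% and 78.4%. For the 1063 genes called at 47 against 7 days in both strains, and with that sign at 23 against 7 days in neither, separate sequencing cannot be told apart from age, because 0 libraries of other ages reached the depth of day 47. Age itself stays open.

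Antimicrobial peptide genes were higher in Hsp70-null than in w1118 at day 23, with sums of 2902 to 6778 CPM against 154 to 782 CPM. At the other ages the list did not go this way. At day 7 the sums were 141 to 1573 CPM in Hsp70-null and 1134 to 2592 CPM in w1118, and at day 47 they were 447 to 3855 CPM and 1105 to 3099 CPM. An immune response in 1 pool is argued against as the source at day 23, since 4 of 4 Hsp70-null libraries lay above every w1118 library. In trained Hsp70-null flies the sums were 90.8 to 2635 CPM. The same untrained Hsp70-null libraries are the reference there, so a training effect cannot be told apart from high levels in them. A microbial difference between vials stays open and was not tested.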
